# Integrated Analysis of mRNA and MicroRNA Co-expressed Network for the Differentiation of Bovine Skeletal Muscle Cells After Polyphenol Resveratrol Treatment

**DOI:** 10.3389/fvets.2021.777477

**Published:** 2021-12-24

**Authors:** Dan Hao, Xiao Wang, Yu Yang, Bo Thomsen, Lars-Erik Holm, Kaixing Qu, Bizhi Huang, Hong Chen

**Keywords:** primary bovine myoblast, resveratrol, differentially expressed analysis, WGCNA, mRNA co-expression, miRNA co-expression, mRNA-miRNA network

## Abstract

Resveratrol (RSV) has been confirmed to benefit human health. Resveratrol supplemented in the feeds of animals improved pork, chicken, and duck meat qualities. In this study, we identified differentially expressed (DE) messenger RNAs (mRNAs) (*n* = 3,856) and microRNAs (miRNAs) (*n* = 93) for the weighted gene co-expression network analysis (WGCNA) to investigate the co-expressed DE mRNAs and DE miRNAs in the primary bovine myoblasts after RSV treatment. The mRNA results indicated that RSV treatments had high correlations with turquoise module (0.91, *P*-value = 0.01) and blue module (0.93, *P*-value < 0.01), while only the turquoise module (0.96, *P*-value < 0.01) was highly correlated with the treatment status using miRNA data. After biological enrichment analysis, the 2,579 DE genes in the turquoise module were significantly enriched in the Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The top two GO terms were actin filament-based process (GO:0030029) and actin cytoskeleton organization (GO:0030036). The top two KEGG pathways were regulation of actin cytoskeleton (bta04810) and tight junction (bta04530). Then, we constructed the DE mRNA co-expression and DE miRNA co-expression networks in the turquoise module and the mRNA–miRNA targeting networks based on their co-expressions in the key module. In summary, the RSV-induced miRNAs participated in the co-expression networks that could affect mRNA expressions to regulate the primary myoblast differentiation. Our study provided a better understanding of the roles of RSV in inducing miRNA and of the characteristics of DE miRNAs in the key co-expressed module in regulation of mRNAs and revealed new candidate regulatory miRNAs and genes for the beef quality traits.

## Introduction

Resveratrol (RSV) is a natural polyphenol compound found in grapes, nuts, and some blackberries. Researchers have studied its health-promoting effects of neuroprotection (1) and cardioprotection (2) as well as its inhibiting actions to tumor cell proliferation (3) and microbial activity (4) and its diminishing effects on inflammation in humans and animals (5, 6). Its pro-differentiation properties to human lung fibroblasts (7), embryonic cardiomyoblasts (8), and skeletal myoblast have also been studied (9). For example, Dirks Naylor (10) demonstrated the RSV effects on skeletal muscle metabolism, protein catabolism, and muscle-related ischemia and reperfusion injury disease in a review study (10). Resveratrol could also help to improve muscle fatigue resistance (11), reduce aging-induced muscle loss (12), improve muscle atrophy (13), and enhance exercise performance (14). Resveratrol is contained in the wine grape pomace, and adding it to feed will benefit the feed efficiency and meat tenderness in lamb (15). In addition, the antioxidant effects of RSV improved the heat-stressed and the transport-stressed meat quality of broilers (16, 17). Resveratrol alleviated the skeletal muscle mitochondrial dysfunction and oxidative damage, when 80 mg/kg/day RSV was supplied in the intrauterine growth retardation piglets (18). The same dose of RSV also improved the meat quality by increasing the content of oxidative muscle fiber and decreasing the lipid accumulation in pigs (19). Dietary RSV supplements of 300–450 mg/kg in Peking ducks improved meat quality through decreasing abdominal fat rate and shear force, as well-increasing the flavor amino acid and intramuscular fat deposition (20). In cattle, the beneficial effects of RSV have been concluded in several studies on bovine oocyte maturation and subsequent embryonic development (21), inhibition of apoptosis and lipid peroxidation for the fertilization capacity of bovine sex-sorted semen (22), rumen fermentation, methane production, and prokaryotic community composition (23). However, the effect of RSV on beef production and quality still needs further investigation.

The carcass composition of beef cattle is influenced by intrinsic factors (e.g., genetic, age, and sex) and extrinsic factors (e.g., nutrition, environment, and management) (24). Bassel et al. (25) suggested the establishment of global co-expression network connections between genes by considering all samples in *Arabidopsis*. Gene co-expression networks are constructed by genes with significant co-expression relationships, where the co-expressed genes show similar expression patterns across samples that are controlled by the same transcriptional regulatory programs (26, 27). The weighted gene co-expression network analysis (WGCNA) has been used in analyzing the feed efficiency, residual feed intake, carcass traits, and lactation in cattle (28–30).

Our previous study focused on transcriptomic changes in bovine skeletal muscle cells after RSV treatment and was conducted to identify the differentially expressed (DE) genes and microRNAs (miRNAs) (31, 32); therefore, this study mainly focuses on the combined co-expressed transcriptomes, i.e., messenger RNA (mRNA) and miRNA studies for bovine muscle in response to treatment with RSV, which aims to investigate the roles of RSV in inducing miRNA for the better understanding, to identify the characteristics of DE miRNAs in the key co-expressed module in regulation of mRNAs, and to reveal new candidate regulatory miRNAs and genes underlying the beef quality traits.

## Materials and Methods

### Primary Bovine Myoblast, Transcriptome Sequencing, and Differential Expression Analysis

The cultured primary myoblasts from the fetal beef *longissimus dorsi* muscle, the transcriptome sequencing datasets after quality control and alignment, and the differential expression analysis results were achieved from our previous studies (31, 32).

All the animal procedures were carried out according to the protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Animal Science and Technology, Northwest A&F University, China. Ninety-day-old fetal cattle were collected from Tumen slaughterhouse in Xi'an, Shaanxi Province. First, we used 75% alcohol and 1% double-antibody sterile phosphate buffer solution (phosphate buffered saline, PBS) to gently wash the epidermis of the fetal cow to eliminate blood stains and bacterial contamination in an extra-large plate. Second, we cut the muscle tissue pieces and placed them in a 50-ml centrifuge tube, with collagenase I digestion in Dulbecco's modified Eagle's medium (DMEM) at 37°C for 1.5 h. Third, the suspension was filtered and centrifuged, and the supernatant was removed. Fourth, we added four times the volume of 0.25% trypsin in the sediment at 37°C for 30 min. Fifth, the digested sample was filtered through 1-mm stainless steel mesh and 100-μm mesh. Sixth, we added 500 μl of a medium containing 15% fetal bovine serum (FBS) to the pellet to terminate the digestion, and the cells were inoculated in a 6-cm Petri dish. After 20-min culturing, we drew the upper culture medium and continued the culturing process in a new 6-cm Petri dish. When the cell density reached 80–90%, we used them for the subsequent experiments.

RNA for each cell sample was isolated for mRNA sequencing to generate 125 or 150-bp paired-end reads and for miRNA sequencing to generate 50-bp single-end reads on an Illumina Hiseq platform (Illumina, USA). We removed the unqualified reads by quality control to achieve clean reads by in-house *perl* scripts that were used in our previous studies (31, 32). Then, the miRNA tags were mapped to the reference genome of *Bos taurus* (UMD_3.1.1/bosTau8) by Bowtie software (version 0.12.9) (33). The mapped miRNA tags were used to seek the known miRNAs using miRBase20.0 as the reference, so the potential miRNA and the secondary structures were obtained by miRDeep2 software (version 2.0.0.5) (34).

The expected number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) of each gene was calculated to achieve the average FPKM values for the replicates. The threshold of gene expression was set for mRNA, when the FPKM value is larger than 1. Following the normalization formula (35), miRNA expression levels were also estimated by transcript per million (TPM). A differential expression analysis of two groups (case and control) for both mRNA and miRNA was performed using the R package DESeq (version 1.18.0) (36). The *P*-values were adjusted using the Benjamini and Hochberg's method for controlling the false discovery rate (FDR). Differentially expressed mRNAs and DE miRNAs were defined when the adjusted *P*-values were < 0.05. In addition, we calculated fold changes (FCs) between the case and control groups based on the averaged FPKM values and TPM values to define the up-regulated (log_2_FC > 0) and down-regulated (log_2_FC < 0) mRNAs and miRNAs, respectively.

We used the skeletal muscle cells under the polyphenol RSV treatment as the case group, while the skeletal muscle cells without RSV treatment were considered as the control group. Meanwhile, both the case and control groups had three independent experiments separately for the skeletal muscle cell collections. The correlation coefficients among samples were visualized in the heatmaps using log_10_(FPKM + 1) for mRNA and log_10_(TPM + 1) for miRNA in Figure 1.

**Figure 1:**
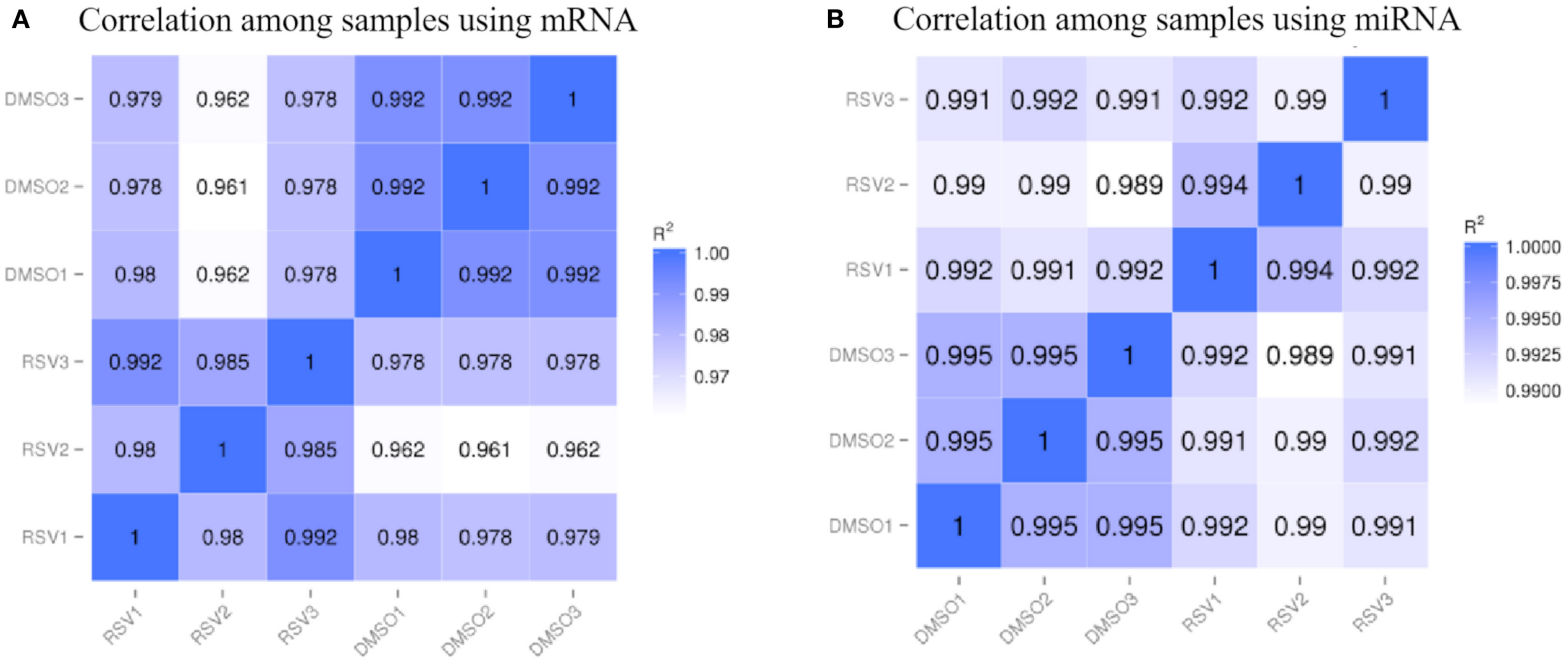
The heatmap of correlation coefficients among samples for **(A)** mRNA data and **(B)** miRNA data. *R*^2^ indicates the square of Pearson correlation coefficient.

### Gene Co-expression Network of mRNA and miRNA and Their Associations With RSV Treatment

The R package WGCNA (37) was used to construct the co-expression network. It constructs a similarity matrix by Pearson correlation coefficients to measure the similarity between the gene expression profiles and then transforms the similarity matrix into an adjacency matrix (A) raised to a β exponent (soft threshold) based on the free-scale topology model. In this study, a total of 18,329 genes were filtered from 26,332 genes in mRNA data based on the median absolute deviation (MAD) of each gene bigger than 0.01. The β power parameter (soft threshold) was equal to 12 when the *R*^2^ of the free-scale topology was equal to 0.8 (Figure 2A). In the miRNA data, 650 miRNAs were filtered from 765 genes, and the β power parameter (soft threshold) was equal to 4 (Figure 2B).

**Figure 2:**
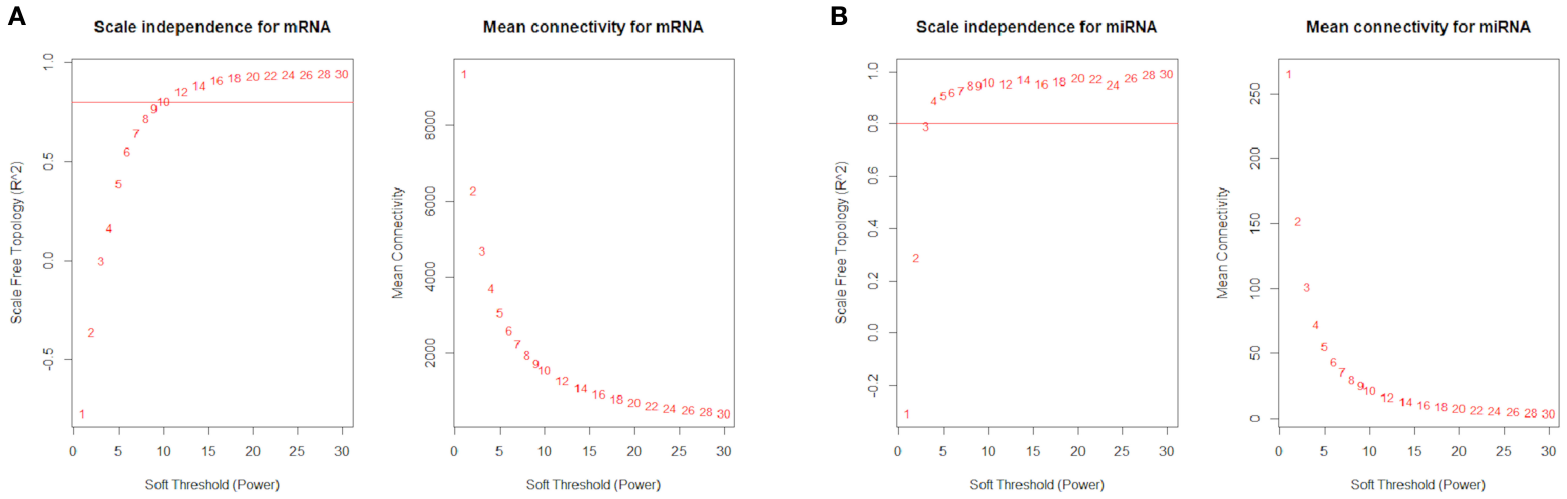
*R*^2^ of the free-scale topology and mean connectivity with soft threshold (power) for **(A)** mRNA data and **(B)** miRNA data.

We chose the soft threshold power (β = 12 for mRNA and β = 4 for miRNA) based on the criterion of approximate scale-free topology to construct a weighted gene network and detect the consensus modules with the topological overlap matrix (TOM). The minimum module size was set at 30 for both miRNA data and mRNA data, and the maximum module sizes were set at 18,329 and 650 for mRNA data and miRNA data, respectively. Based on the dissimilarity between module eigengenes (MEs), the modules can be merged, where the first principal component of each module represents the gene expression profiles within the modules (38). Here, we set the cut height for module merging at 0.25, so the modules whose eigengenes are correlated above 0.75 will be merged.

A module association analysis was conducted between the ME and the RSV treatment status (i.e., 0, 0, 0, 1, 1, 1 for three control and three case groups, respectively) to calculate the correlations for the relevant module identifications. We calculated the module significance (MS) [i.e., the average absolute gene significance (GS) of all the genes involved in the module, where GS is measured as log *P-*value in the linear regression between gene expression and RSV treatment status] to evaluate the correlation strengths. Normally, the module with the highest MS score is the key module (37). Module significance genes in the association analysis (*P*-value < 0.1) were assigned for functional enrichment analysis. The hub genes were defined as the TOM values up to 0.8.

### Gene Ontology and Pathway Enrichment Analysis

R package *clusterProfiler* (version 3.6) (39) was used to test the Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments. Significant enrichment was defined with the adjusted *P*-value < 0.1 for both GO terms and pathways.

### Predicted Target mRNAs of miRNA and mRNA–miRNA Networks

The bovine genomic sequence (release-99) and the gene annotation file were downloaded from the Ensembl FTP site (http://www.ensembl.org/index.html). We used TBtools to obtain the 3′ UTR sequence of the bovine genomic transcripts (40). Then, the transcript stable IDs were converted to the Ensembl stable IDs using the BioMart website (http://www.ensembl.org/biomart). Accordingly, we found the 3′ UTR sequence of the genes in the turquoise modules. The binding capability of miRNAs and their target genes in the turquoise modules was assessed by RNAhybrid (version 2.1.2) (41), with the minimal free energy hybridization under −20 and the helix constraint from 8 to 12.

## Results

### Differentially Expressed mRNAs and miRNAs Between the RSV Treatment and Control Groups

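Primary bovine myoblasts, the muscle precursor cells that fuse into fibers, were sequenced for mRNA and for miRNA in 3 cultures treated with resveratrol (RSV group) and 3 cultures that received only the solvent DMSO (control group). The sample labels give a dose of 20 μM RSV, the description of the whole experiment gives 4 days of differentiation, and the paper's text names no dose or day for these samples. The authors' deposited table lists 26332 mRNAs and 765 miRNAs, each with a mean normalized read count per group, and it holds no column for a single sample. An adjusted P-value is given in the authors' deposited table for 20459 mRNAs and 341 miRNAs, and 5873 mRNAs had no reads in either group. In the mRNA part, most values of 1 or more had lost their decimal point, so the values were restored before use. All 18802 finite log2FC values matched the digits of the group means, and 1996 of the 1996 finite values that could be compared lay within 0.0001 of the paper's Supplemental File 1. P-values written in exponential notation had mostly lost their decimal point as well, and their exponent was taken from the paper's sheet. The group means were read as averages of 3 whole read counts, each divided by the size factor of its library, which scales for sequencing depth. For 19676 of these 20459 mRNAs (96.2%), a single combination of whole reads gave both group means, and these reads were used as libraries of the RSV or the DMSO group without a replicate number. The recovered mRNA size factors were 1.09, 1.08 and 1.05 in the RSV group and 0.964, 0.960 and 0.886 in the DMSO group. The recovered reads summed to 10110409, 10220776 and 9772123 in the RSV libraries and to 9107520, 9198609 and 8436860 in the DMSO libraries. These sums leave out 783 mRNAs and are not the full library depth, and the 492 of them whose means were settled had a mean of at least 4062 normalized reads in 1 group. The miRNA size factors spread further, with 1.54, 1.29 and 0.935 in the RSV group and 0.922, 0.823 and 0.729 in the DMSO group.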

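The authors' deposited table gives 1805 up-regulated and 2051 down-regulated mRNAs at an adjusted P-value under 0.05, and 450 up-regulated and 681 down-regulated mRNAs under 0.0001. The median absolute log2FC of the DE mRNAs in the authors' deposited table was 0.589, and 919 of them had an absolute log2FC of at least 1. The recovered reads of the 3 RSV and 3 DMSO libraries were tested with limma voom, a linear model on log2 counts weighted by their precision, which was chosen after seeing the data. Over 14246 mRNAs with a mean of at least 10 normalized reads, limma voom with Benjamini-Hochberg adjustment called 2387 mRNAs higher and 2335 lower in the RSV group under 0.05. Of the 3455 calls of the authors' deposited table among these mRNAs, 3441 were also called by limma voom in the same direction. Under 0.0001 limma voom called 41 mRNAs, against 948 calls of the authors' deposited table among the same 14246 mRNAs. Among named DE mRNAs with a mean at or above the median of 170.7 normalized reads, the 5 largest increases were those of PLTP, MGAT5B, SUSD4, ANGPTL4 and NEFH and the 5 largest decreases those of COL6A6, THBS4, GLT8D2, HMGCS1 and KCNK12. ANGPTL4 and NEFH had 257 to 589 and 291 to 577 normalized reads in the RSV libraries against 49.6 to 57.1 and 50.9 to 65.7 in the DMSO libraries. Their standard errors from limma voom, the largest among these genes with recovered reads, were 0.48 and 0.40, at log2FC values of 2.72 and 2.76 and adjusted p-values of 0.0048 and 0.0023. COL6A6, THBS4 and GLT8D2 had log2FC values of −2.52, −2.42 and −2.47 from limma voom, without overlap between the groups. Of the alternatives tried at 0.05, the minimum absolute log2FC of 1 moved the count furthest, to 919. For miRNAs, the authors' deposited table calls 44 up-regulated and 49 down-regulated, with a median absolute log2FC of 0.302.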

From our previous study (31, 32), a total of 3,856 DE mRNAs were identified from 18,329 mRNAs based on the threshold of adjusted *P*-value < 0.05; meanwhile, 93 DE miRNAs were also identified from 650 miRNAs based on the same thresholds (Table 1). The details of log_2_FC, *P*-value, adjusted *P*-value, and DE mRNAs with FPKM and miRNAs with TPM of each sample are listed in the Supplemental File 1.

**Table 1:** Summary of differentially expressed mRNAs and miRNAs.

	**DE mRNA (adjusted *P*-value <0.05)**	**DE mRNA (adjusted *P*-value <0.0001)**	**DE miRNA (adjusted *P*-value <0.05)**
Up-regulated	1,805	450	44
Down-regulated	2,051	681	49
Total	3,856	1,131	93

*Differentially expressed (DE) mRNA and miRNA results were achieved from our previous study (31, 32)*.

### Module Identification of the Gene Co-expression Network for mRNA and miRNA and Their Associations With RSV Treatment

Using 18,329 mRNA and 650 miRNA data for the sample clustering, we found that the samples with RSV treatment were clustered together in mRNA analysis (Figure 3A), while RSV-treated samples were not clustered together by miRNA data (Figure 3B). 

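Over the 19676 mRNAs with recovered reads, the squared Pearson correlation (R2) of log10(normalized reads + 1) was 0.976 for each pair of DMSO libraries. It lay between 0.962 and 0.978 for pairs of RSV libraries and between 0.936 and 0.962 for an RSV with a DMSO library. These values are across mRNAs, which are not independent replicates. The RSV library with the smallest size factor in its group, 1.05, had R2 values of 0.968 and 0.962 with the other RSV libraries, which had 0.978 with each other. The lower of these values was no larger than the highest R2 between an RSV and a DMSO library. With log10(normalized reads + 0.1), the lowest R2 between RSV libraries moved to 0.907. The other pairs fell as well, to between 0.920 and 0.922 for DMSO libraries and between 0.877 and 0.908 for an RSV with a DMSO library. Average-linkage clustering on the Euclidean distance of normalized reads, over 17709 mRNAs with a median absolute deviation above 0.01, parted the 6 libraries into the 3 RSV and the 3 DMSO libraries. When the tree was divided into 3 clusters, the RSV library with a size factor of 1.05 stood alone. The same clusters were obtained on log10(normalized reads + 1). The paper's methods name FPKM values for the correlations among mRNA samples and no unit for the sample clustering, and the values here are normalized reads. From such a tree the paper states that the RSV-treated samples clustered together in the mRNA data. The clustering of miRNA samples was not analysed here.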

Generally, 18,329 mRNAs were grouped into 32 modules that had similar co-expressions using the average linkage hierarchical clustering algorithm (Figures 3C,E), where 8,311 mRNAs were grouped into turquoise module as the key module, followed by 2,210 mRNAs into blue module, etc. (Figure 3E; Table 2). However, miRNAs were only grouped into eight modules (Figures 3D,F; Table 2), where 285 miRNAs were grouped into turquoise modules as the key module, followed by 100 miRNAs into blue modules. The mRNAs and miRNAs that were not assigned to any modules were grouped into gray modules (Figures 3C–F).

**Figure 3:**
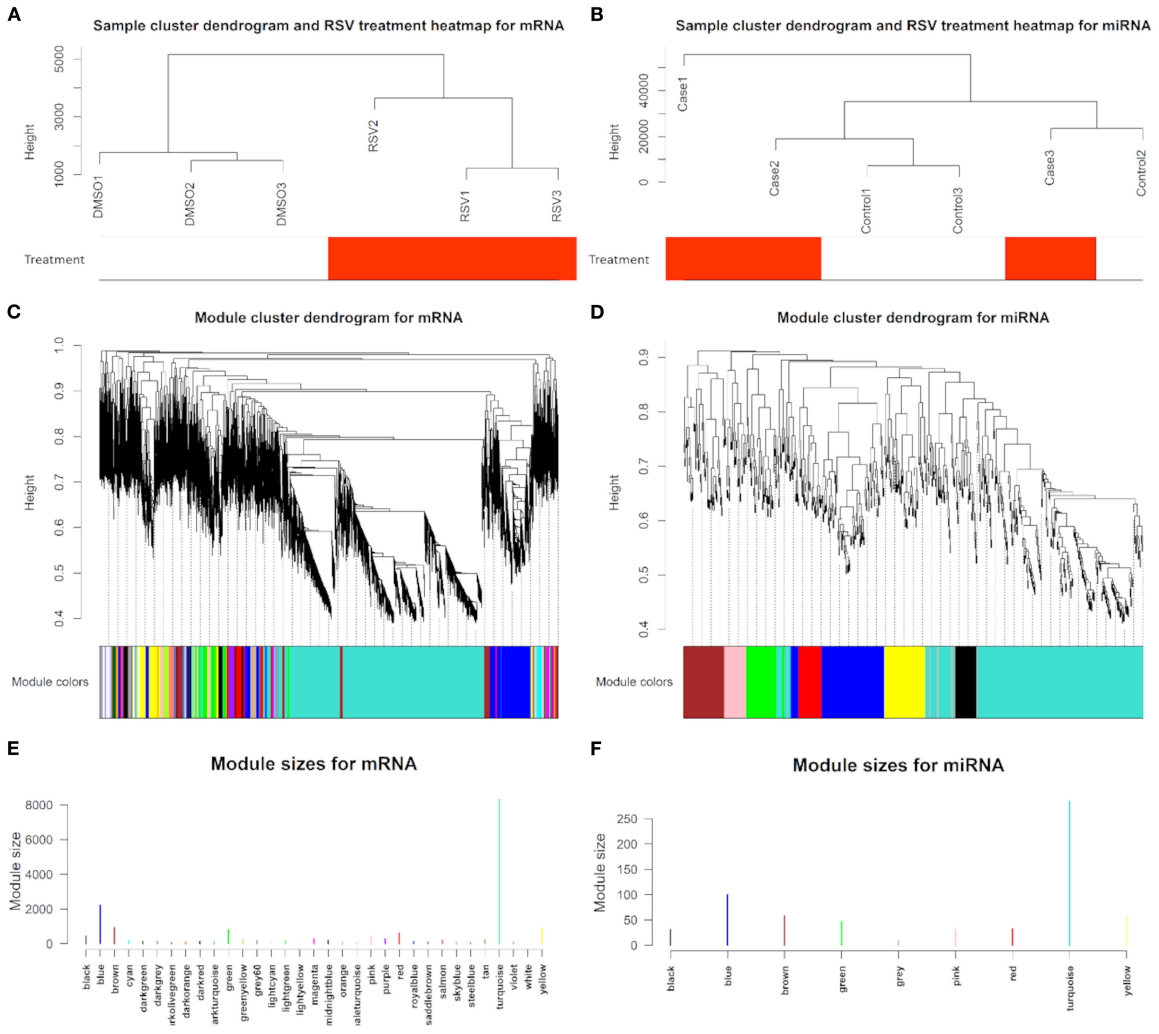
Sample cluster with RSV treatment heatmap, dendrogram clustering plots with assigned module colors based on topological overlap analysis of dissimilarity, and identified module size in different colors for **(A,C,E)** mRNAs and **(B,D,F)** miRNAs, respectively.

**Table 2:** Summary of mRNA and miRNA module identifications.

**Transcriptome sequencing**	**Modules**					
	**Turquoise**	**Blue**	**Brown**	**Yellow**	**Green**	**Red**
mRNAs (*n* = 18,329)	8,311 (45.34%)	2,210 (12.06%)	925 (5.05%)	886 (4.83%)	824 (4.50%)	613 (3.34%)
miRNAs (*n* = 650)	285 (43.85%)	100 (15.38%)	58 (8.92%)	57 (8.77%)	47 (7.23%)	32 (4.92%)

The eigengene adjacency heatmap indicated that these modules of mRNAs and miRNAs could be clustered further together into groups (Figure 4). After incorporating the RSV treatment trait, we found that the treatment status was clustered with blue and turquoise modules for mRNAs (Figure 4A) and with turquoise modules in a single cluster for miRNAs (Figure 4B).

**Figure 4:**
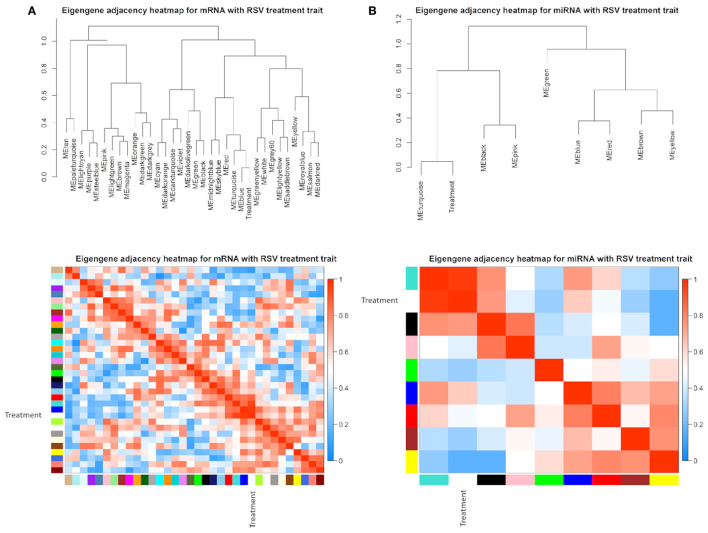
Eigengene dendrogram and adjacency heatmap of different co-expression modules for **(A)** mRNAs and **(B)** miRNAs, respectively.

The module–trait relationship results revealed that RSV treatment had high correlations with turquoise module (0.91, *P*-value = 0.01), blue module (0.93, *P*-value < 0.01), and tan module (−0.81, *P*-value = 0.05) using mRNA data (Figure 5A), whereas only turquoise module (0.96, *P*-value < 0.01) was highly correlated with treatment status using miRNA data (Figure 5B). Therefore, the turquoise module showed a strongly positive relationship with RSV treatment no matter whether mRNA data or miRNA data is used.

**Figure 5:**
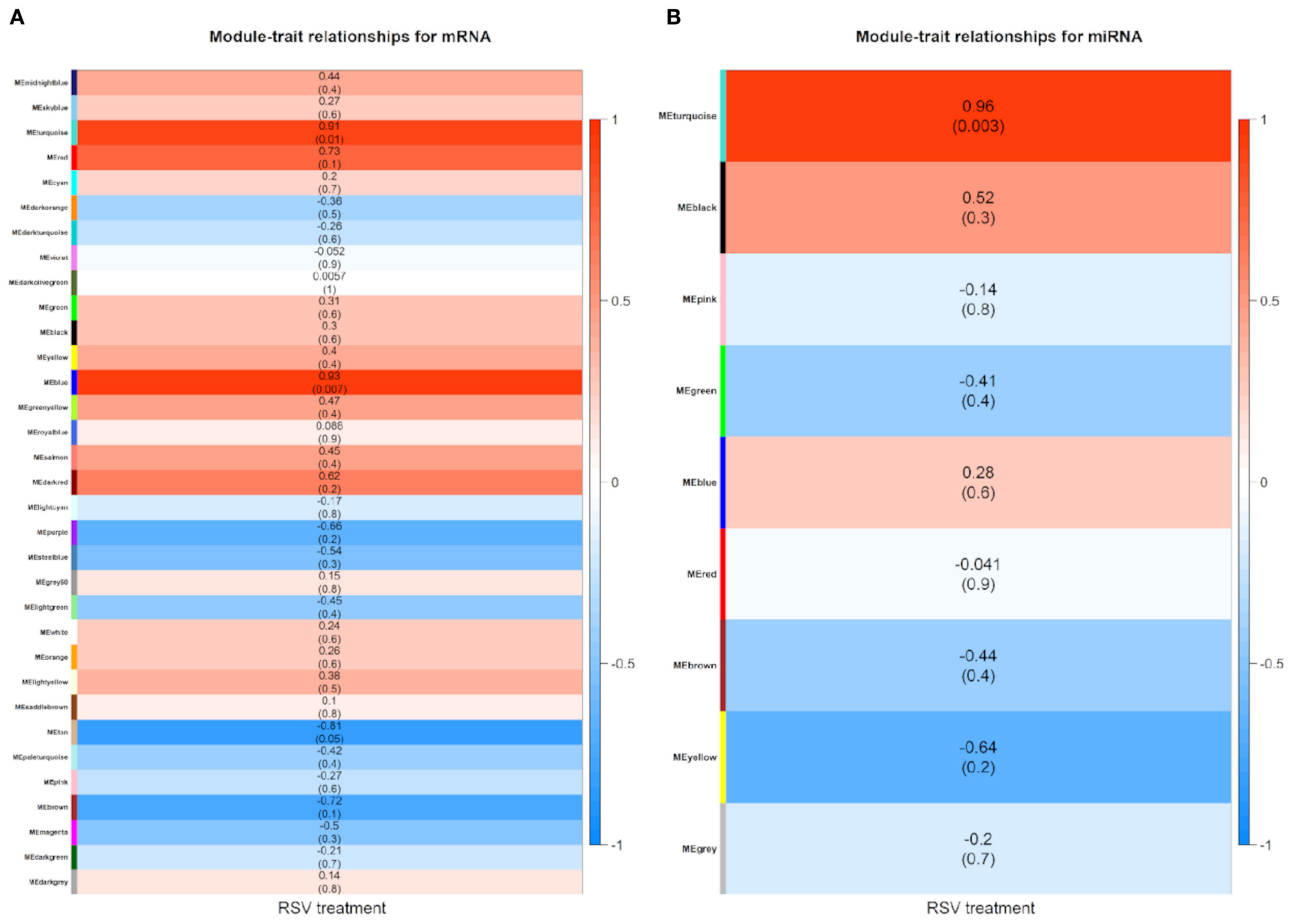
Module–trait relationship heatmap between RSV treatment and control groups for **(A)** mRNAs and **(B)** miRNAs, respectively. Each row indicates module eigengenes with the correlation coefficients (*P*-values in the brackets), where the red color represents positive correlation and the blue color represents negative correlation.

We also used the 3,856 DE mRNAs and 93 DE miRNAs for the weighted gene network construction based on the same soft threshold power (β = 12 for mRNA and β = 4 for miRNA) and then visualized them in the TOM clusters (Figure 6). Here, the minimum module size and maximum block size were set at 30 and 3,856, respectively, for mRNA and were set at 30 and 93, respectively, for miRNA. Only two cluster modules were displayed for both mRNAs and miRNAs, i.e., turquoise and blue modules. In the turquoise module, 2,579 DE mRNAs and 59 DE miRNAs were found, while 1,277 DE mRNAs and 34 DE miRNAs were found in the blue module. Furthermore, the network heatmap of DE mRNAs and DE miRNAs showed a high level of overlap densities among the two clusters (Figure 6).

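The turquoise sheet of the paper's Supplemental File 1 is shortened in the copy used here and lists 1306 DE mRNAs in order of their P-value, 497 up-regulated and 809 down-regulated. Of these, 1149 had recovered reads. Their eigengene, the first principal component of the normalized reads scaled per mRNA, held 94.9% of the variance. It was 0.31, 0.22 and 0.63 in the RSV libraries with size factors of 1.09, 1.08 and 1.05, and −0.39 in each DMSO library. The group means differed by 0.78, larger than the spread within either group (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). A further 786 DE mRNAs had a P-value within that reached by the listed turquoise mRNAs and were not on the turquoise list, and 684 of them had recovered reads. Their eigengene held 94.0% of the variance, with 0.41, 0.43 and 0.39 in the same RSV libraries and values from −0.42 to −0.40 in the DMSO libraries. The group means differed by 0.82 (two-sided exact permutation test, p = 0.10). The RSV libraries thus spread from 0.22 to 0.63 in the turquoise eigengene and from 0.39 to 0.43 in the other. Both sets were chosen as DE mRNAs, so a group difference in either eigengene follows from the choice. The paper formed its modules by co-expression across samples, so a shared pattern among RSV libraries can follow from that assignment. Similar values in the other set do not show agreement in single mRNAs, where opposite differences can cancel. The RSV library with 1.05 had 103 normalized reads of KCNK12 against 184 and 188, further from DMSO. For FGF18 it had 467 against 325 and 289, nearer to DMSO.

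**Figure D1:**
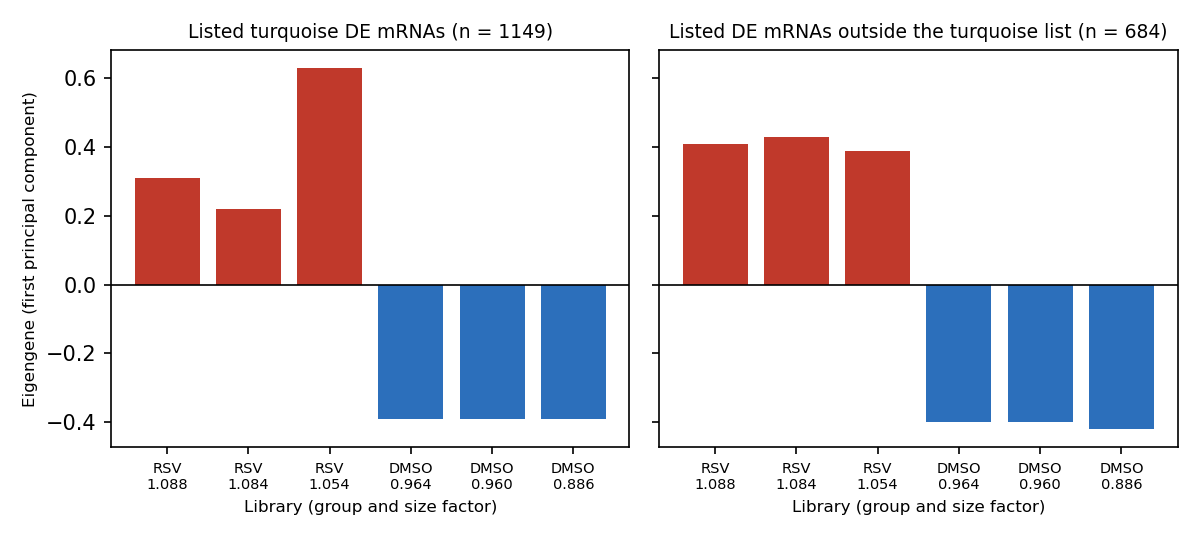
Eigengene (y axis, no unit) of the listed turquoise DE mRNAs and of the listed DE mRNAs outside the turquoise list in each of the 6 libraries (x axis, group and size factor), 1 bar per library. The RSV libraries range from 0.22 to 0.63 in the turquoise set and from 0.39 to 0.43 in the other set, and all DMSO libraries lie below 0.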

**Figure 6:**
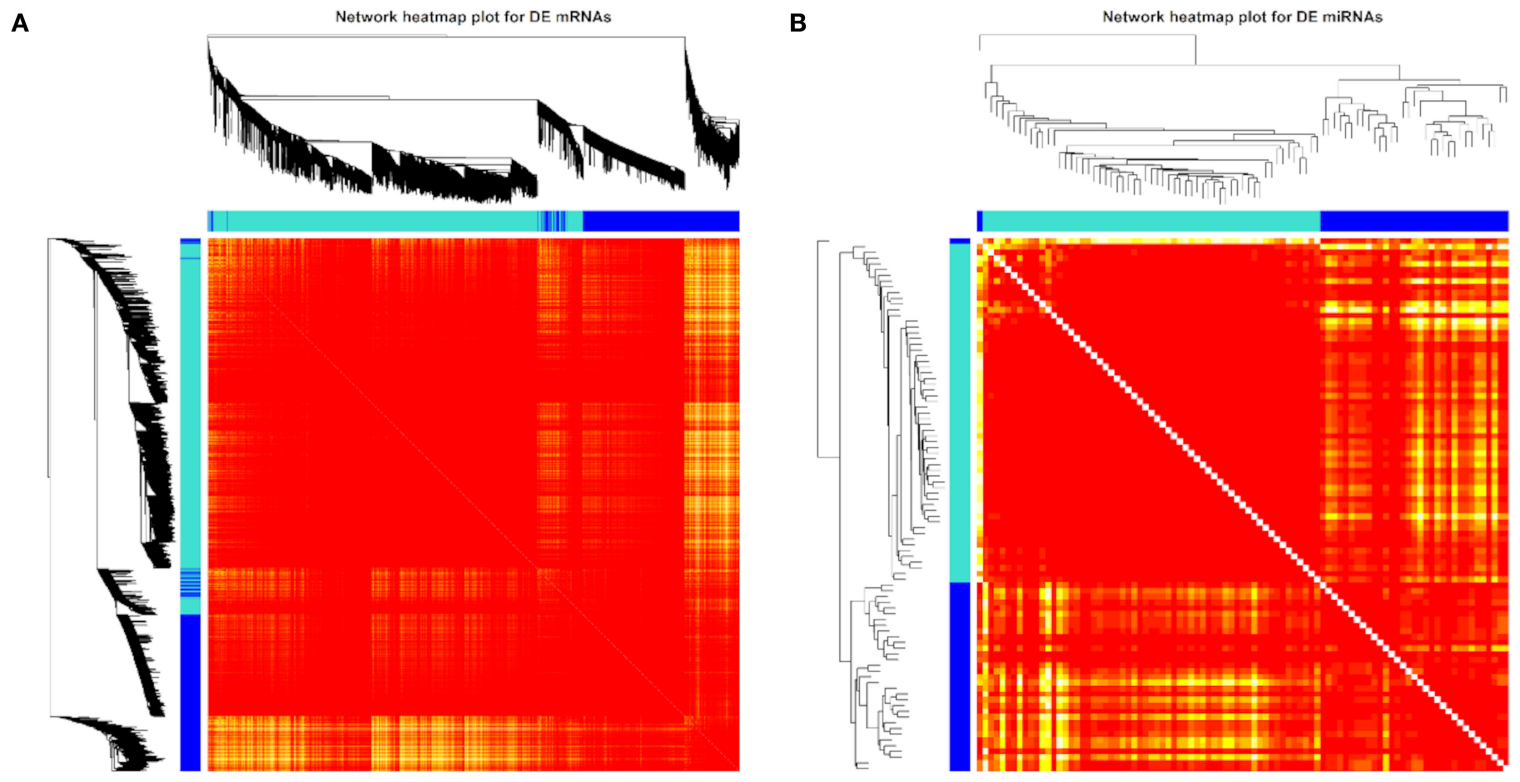
Weighted differentially expressed (DE) **(A)** mRNA (*n* = 3,856) and **(B)** miRNA (*n* = 93) network heatmap of the co-expression interactions based on the topological overlap matrix (TOM) dissimilarity. The gene dendrogram and module assignment are shown along the left side and the top, where the axe colors indicate the different modules. The color intensity inside the heatmap represents the overlap degree, where a light color represents low overlap and a darker red color represents higher overlap. DE mRNA and miRNA results were achieved from our previous study (31, 32).

### Gene Ontology and Pathway Enrichment Analysis

Based on the 2,579 DE mRNAs in the turquoise module, we performed an enrichment analysis to reveal significant GO terms and KEGG pathways. 

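A list of 98 genes of the actin cytoskeleton, written after the paper's sheets and figures had been seen and before the deposited table was examined, was compared with the direction of change. The identifiers could be paired with gene names through Supplemental File 1 alone, which names 1863 tested mRNAs, all of them DE mRNAs. Its sheet as listed held 1999 of the 3856 DE mRNAs, and the largest adjusted P-value among the named mRNAs was 0.0043. DE mRNAs with larger adjusted P-values are thus left out of the comparison. Because the list was written after that sheet had been seen, the p-values of the comparison carry little weight. Of the list, 44 genes (44.9%) had a name in Supplemental File 1, under the 80% set as a minimum. The comparison is therefore void for the list as a whole and describes the 44 named genes. In the authors' deposited table, 41 of the 44 were down-regulated, against 1014 of the 1819 other named DE mRNAs (two-sided Fisher's exact test, odds ratio 10.8, p = 8.91e-08). With adjusted P-values under 0.0001 the odds ratio was 2.5 (two-sided Fisher's exact test, p = 0.00313). When a log2FC of −1 or lower was required, 5 of the 44 genes counted as down-regulated and the odds ratio fell below 1, to 0.805 (two-sided Fisher's exact test, p = 0.825). The median log2FC of the 44 genes in the authors' deposited table was −0.59, with values from −1.31 to 0.61. Among 10000 random lists of named DE mRNAs matched on mean expression, this median lay at percentile 1.48, and the median of the random lists was −0.47. For the 13 list genes with recovered reads, the median stayed between −0.73 and −0.45 when each library was left out in turn. The background holds DE mRNAs alone, so the odds ratio of 10.8 compares directions, while the stricter thresholds also count down-regulated genes that miss them as not down-regulated. The enrichment of GO terms and KEGG pathways was not analysed here.

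**Figure D2:**
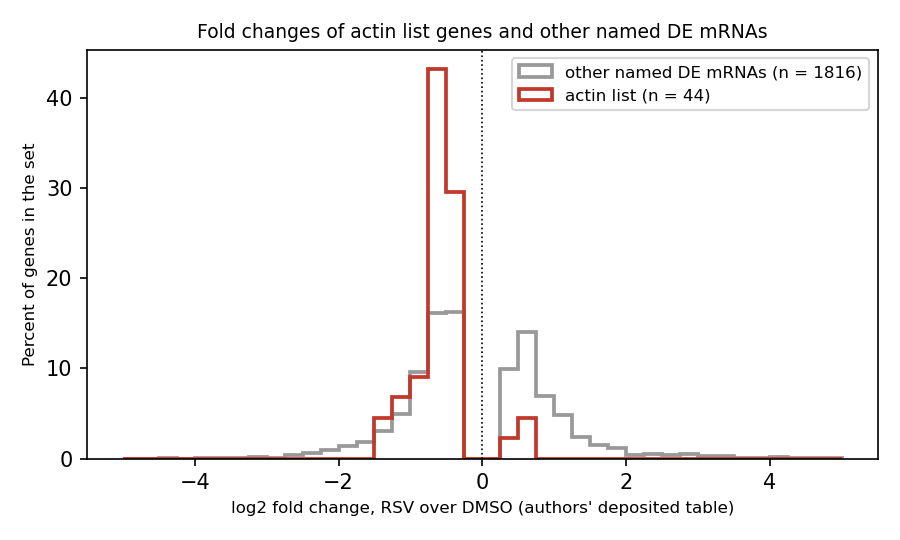
Distribution of the log2FC (x axis, RSV over DMSO, from the authors' deposited table) as the percent of genes in each set (y axis) for the 44 named actin list genes and for the other named DE mRNAs with a finite log2FC. The actin list genes lie mostly below 0, with a median of −0.59 and none below −1.31.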

We found that the three most significant GO terms were actin filament-based process (GO:0030029, adjusted *P*-value = 1.86 × 10^−6^) with 37 DE genes that were enriched in, followed by actin cytoskeleton organization (GO:0030036, adjusted *P*-value = 4.33 × 10^−6^) with 34 DE genes, and actin filament organization (GO:0007015, adjusted *P*-value = 6.86 × 10^−5^) with 24 DE genes in the down-regulated category (Figure 7A). Similarly, the three most significant pathways were regulation of actin cytoskeleton (bta04810, adjusted *P*-value = 1.40 × 10^−11^) with 47 genes, tight junction (bta04530, adjusted *P*-value = 2.32 × 10^−6^) with 33 genes, and axon guidance (bta04360, adjusted *P*-value = 2.32 × 10^−6^) with 33 genes (Figure 7B).

**Figure 7:**
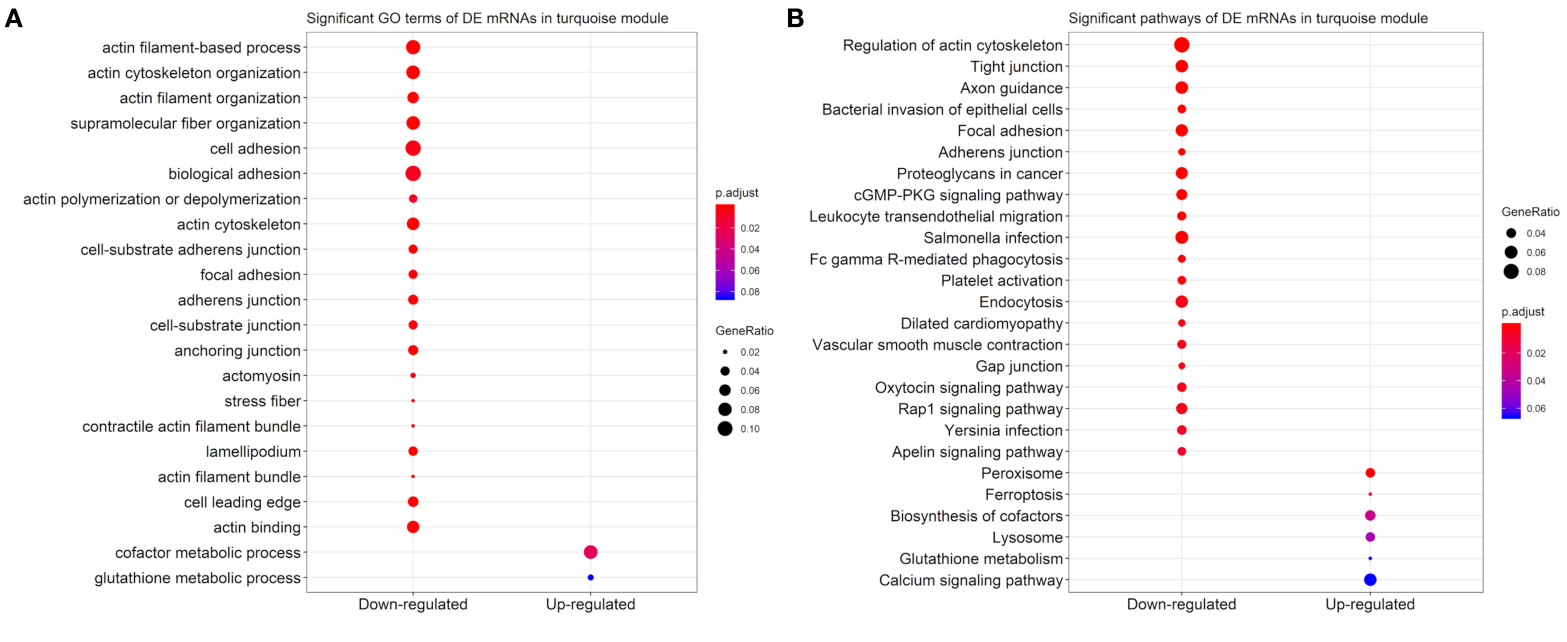
Scatter plots for the significant **(A)** Gene Ontology (GO) terms and **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the down-regulated and up-regulated categories of 2,579 differentially expressed (DE) mRNAs in turquoise module. Only the top 20 significant GO terms and KEGG pathways were visualized.

### Networks Displaying the Relationships Among Genes Within Co-expressed Modules

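SUSD4 (ENSBTAG00000020989) had between 466 and 552 normalized reads in the RSV libraries and between 51.9 and 70.6 in the DMSO libraries. Its log2FC was 3.15 (standard error 0.18, adjusted p = 4.9e-05 from limma voom with Benjamini-Hochberg adjustment), and the authors' deposited table gives it an adjusted P-value of 4.29e-73. FGF18 (ENSBTAG00000000128) had between 289 and 467 normalized reads in the RSV libraries and between 603 and 656 in the DMSO libraries, with a log2FC of −0.84 (standard error 0.15, adjusted p = 0.0052 from limma voom with the same adjustment). The authors' deposited table gives FGF18 a log2FC of −0.81 and an adjusted P-value of 1.92e-05. For both genes the RSV and DMSO libraries did not overlap. Their P-values lie within or below those of the listed turquoise mRNAs, and neither gene is among the 1306 mRNAs of that list. Of the 11 genes the paper names, 7 had a name in Supplemental File 1 as listed, and the remaining genes were not analysed here.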

We selected and constructed the network of four genes within the turquoise module including two significantly up-regulated genes, i.e., sushi domain containing 4 (*SUSD4*) gene and diacylglycerol O-acyltransferase 1 (*DGAT1*) gene, and two significantly down-regulated genes, i.e., fibroblast growth factor 18 (*FGF18*) gene and actin gamma 1 (*ACTG1*) gene (Figure 8). *SUSD4* has associations with 186 genes including 8 up-regulated genes and 176 down-regulated genes (Figure 8A). *DGAT1* was closely connected with 70 genes where 32 genes were up-regulated (e.g., proliferating cell nuclear antigen, *PCNA*) and 38 genes were down-regulated (e.g., phosphatase and tensin homolog, *PTEN*) (Figure 8B). *FGF18* and *ACTG1* were negatively connected with 36 and 51 up-regulated genes, respectively (Figures 8C,D). The selected hub gene *ACTG1* was negatively related with skeletal muscle myosin heavy chain 3 (*MYH3*) gene, fibroblast growth factor 2 (*FGF2*) gene, and uncoupling protein-2 (*UCP2*) (Figure 8D).

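FGF2 (ENSBTAG00000005691) had between 1133 and 1538 normalized reads in the RSV libraries and between 610 and 698 in the DMSO libraries. Its log2FC was 1.09 (standard error 0.13, adjusted p = 0.00096 from limma voom with Benjamini-Hochberg adjustment). UCP2 (ENSBTAG00000003692) had between 193 and 218 normalized reads in the RSV libraries and between 71.1 and 89.6 in the DMSO libraries, a log2FC of 1.33 (standard error 0.14, adjusted p = 0.00061 from limma voom with the same adjustment). For MYH3 (ENSBTAG00000011803) the reads of single libraries could not be recovered. The authors' deposited table gives MYH3 a log2FC of 0.72 and an adjusted P-value of 1.87e-08. The paper's FPKM values of MYH3 were 275, 245 and 280 in RSV and 130, 167 and 143 in DMSO. No identifier was paired with ACTG1, so its values were not analysed here.

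**Figure D3:**
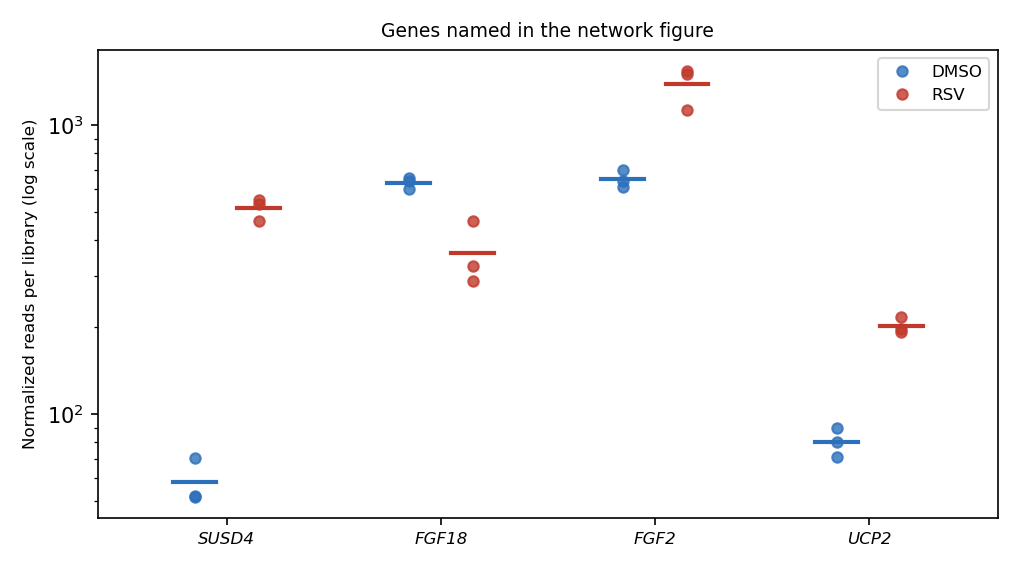
Normalized reads (y axis, log scale) of SUSD4, FGF18, FGF2 and UCP2 (x axis), with 1 point per library and a line at the mean of each group of 3 libraries. FGF18 is lower in all RSV libraries (289 to 467) than in the DMSO libraries (603 to 656), and the other genes are higher.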

**Figure 8:**
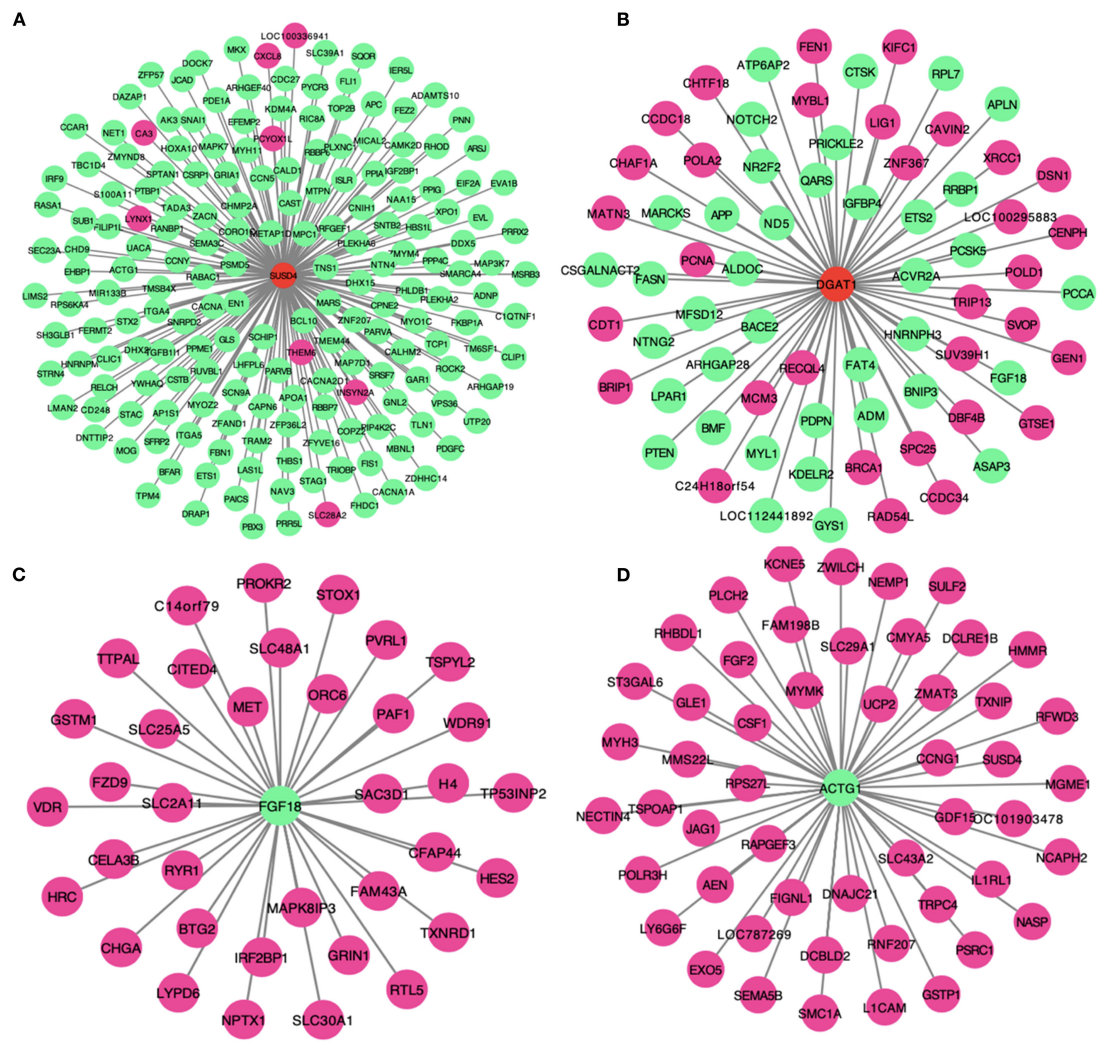
The networks displaying the relationships of four key hub genes within co-expressed turquoise modules, i.e., **(A)** sushi domain containing 4 (*SUSD4*) gene, **(B)** diacylglycerol O-acyltransferase 1 (*DGAT1*) gene, **(C)** fibroblast growth factor 18 (*FGF18*) gene, and **(D)** actin gamma 1 (*ACTG1*) gene.

### Identification of miRNAs in the Key Module and Target Gene Prediction of the miRNAs for mRNA–miRNA Network

Based on the top significant RSV-induced up- and down-regulated DE miRNAs in the turquoise module, we predicted their target genes. The top four up-regulated miRNAs were bta-miR-34c, bta-miR-432, bta-miR-2344, and bta-miR-154c that targeted 21, 78, 22, and 49 down-regulated genes in the turquoise module, respectively (Figure 9A). 

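Reads of single miRNA libraries could be recovered for 524 of the 580 miRNAs with a p-value and a mean of up to 400 normalized reads in both groups (90.3%). Of the miRNAs named in Fig. 9A, bta-miR-2344 was among them, with between 99.4 and 117 normalized reads in the RSV libraries and between 42.5 and 54.7 in the DMSO libraries. The groups did not overlap, and the underlying reads were 173, 151 and 93 in RSV and 48, 45 and 31 in DMSO. The authors' deposited table gives bta-miR-2344 a log2FC of 1.07 and an adjusted P-value of 4.82e-08. The smallest adjusted P-value was that of bta-miR-34c, for which the authors' deposited table gives mean normalized reads of 1822 in RSV and 862.9 in DMSO, a log2FC of 1.05 and an adjusted P-value of 1.23e-20. For bta-miR-432 the authors' deposited table gives a log2FC of 0.59 with an adjusted P-value of 8.76e-10, and for bta-miR-154c a log2FC of 0.21 with an adjusted P-value of 2.68e-09. By adjusted P-value in the authors' deposited table, bta-miR-34c, bta-miR-432, bta-miR-154c and bta-miR-2344 hold ranks 1, 2, 3 and 4 among the 44 up-regulated miRNAs. Target genes were not predicted here.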

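In the authors' deposited table, bta-miR-2310 and bta-miR-1814c have identical values in every column, with a log2FC of −1.27 and an adjusted P-value of 4.81e-07. The recovered reads were 36, 23 and 20 in the RSV libraries and 56, 41 and 43 in the DMSO libraries for either miRNA. Normalized, these were between 17.8 and 23.4 in RSV and between 49.8 and 60.7 in DMSO, without overlap between the groups. The identical values do not tell whether 1 or both miRNAs changed. By adjusted P-value in the authors' deposited table, they share rank 9 among the 49 down-regulated miRNAs. The smallest adjusted P-value there, 2.91e-11, belongs to bta-miR-199b, whose log2FC is −0.46 in the authors' deposited table. For bta-miR-452 the authors' deposited table gives a log2FC of −0.33 and an adjusted P-value of 6.26e-08, rank 5. These ranks run over the down-regulated miRNAs of both modules, while the paper's choice is from the turquoise module. Whether the miRNAs ranked higher belong to that module was not analysed here.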

Likewise, the top four down-regulated miRNAs, i.e., bta-miR-2310, bta-miR-452, bta-miR-1814c, and bta-miR-199b targeted 59, 62, 58, and 15 up-regulated genes in the turquoise module, respectively, where bta-miR-2310 and bta-miR-1814c targeted the same genes (*n* = 57) (Figure 9B). Three up-regulated and three down-regulated miRNAs targeted the top up-regulated *CDKN1A* [adjusted *P*-value = 2.50 × 10^−104^ and log_2_(FC) = 1.97], while five up-regulated and one down-regulated miRNAs targeted the top down-regulated *KCNK12* [adjusted *P*-value = 5.92 × 10^−63^ and log_2_(FC) = −2.32] (Figure 9C).

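CDKN1A (ENSBTAG00000008353) has the third smallest adjusted P-value of all tested mRNAs in the authors' deposited table. Its reads in single libraries could not be recovered, and the paper's FPKM values were 429, 449 and 447 in RSV and 100, 104 and 102 in DMSO. KCNK12 (ENSBTAG00000017500) had between 103 and 188 normalized reads in the RSV libraries and between 738 and 830 in the DMSO libraries. Its log2FC was −2.36 (standard error 0.18, adjusted p = 0.00016 from limma voom with Benjamini-Hochberg adjustment), and it ranks 15 by adjusted P-value in the authors' deposited table. The smallest adjusted P-value in the authors' deposited table, 9.46e-174, belongs to PLTP (ENSBTAG00000000559), which had between 3072 and 3604 normalized reads in RSV and between 111 and 135 in DMSO. The log2FC of PLTP was 4.76 (standard error 0.14, adjusted p = 5.2e-06 from limma voom with the same adjustment). The down-regulated mRNAs with a name and the smallest adjusted P-values, HMGCS1, C1QTNF3 and PRSS35, rank 4, 6 and 7 among all tested mRNAs in the authors' deposited table, with log2FC values of −2.34, −2.11 and −1.94. The miRNAs drawn in Fig. 9C were looked up after the values were seen. For bta-miR-499 the normalized reads were between 89.8 and 162 in RSV and between 41.2 and 52.1 in DMSO, and for bta-miR-181c between 59.5 and 85.6 in RSV and between 34.7 and 42.5 in DMSO. Reads of single libraries were not recovered for the other miRNAs of Fig. 9C. In the authors' deposited table, bta-miR-98 and bta-miR-93 both have a log2FC of 0.13, with adjusted P-values of 0.0415 and 0.0239. The authors' deposited table gives bta-let-7i, bta-let-7b, bta-let-7c and bta-let-7e log2FC values of −0.23, −0.21, −0.19 and −0.28. From the predicted binding of these miRNAs the paper draws the network of Fig. 9C.

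**Figure D4:**
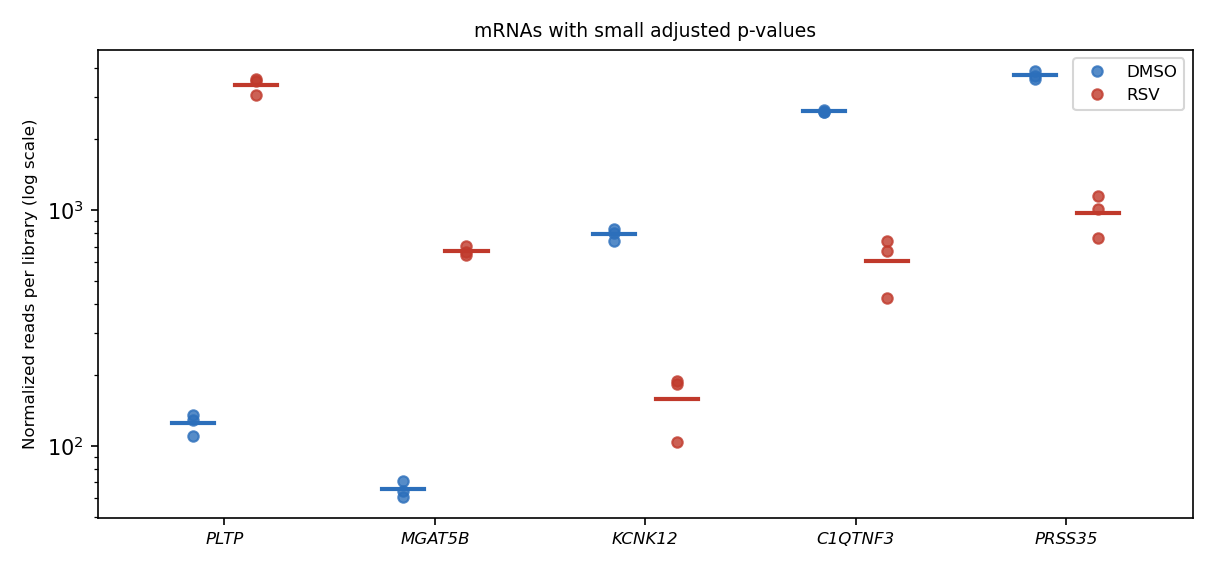
Normalized reads (y axis, log scale) of PLTP, MGAT5B, KCNK12, C1QTNF3 and PRSS35 (x axis), with 1 point per library and a line at the mean of each group of 3 libraries. PLTP and MGAT5B are higher and the other genes lower in every RSV library than in every DMSO library, and KCNK12 lies between 103 and 188 in RSV and between 738 and 830 in DMSO.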

**Figure 9:**
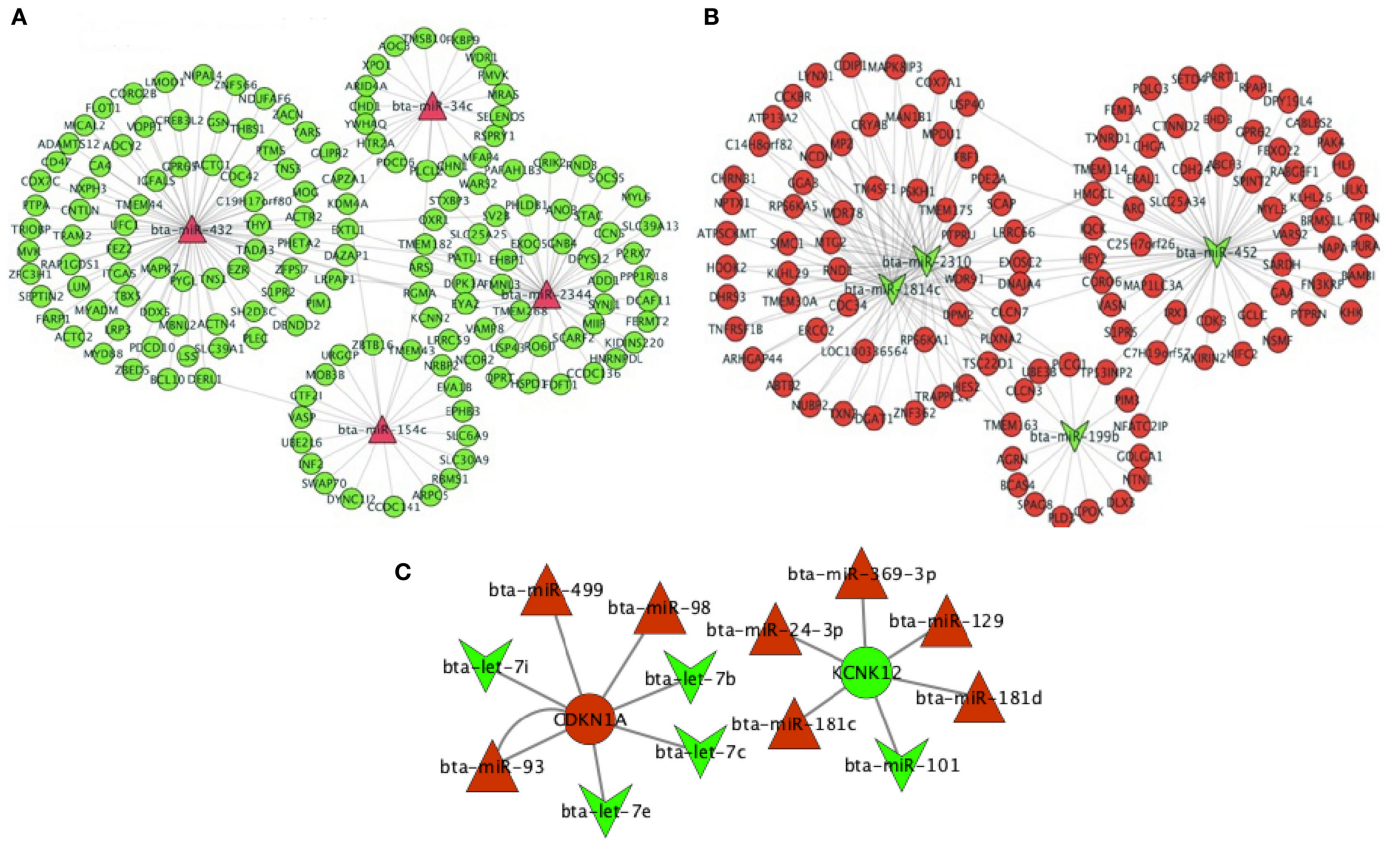
mRNA–miRNA network of the top four differentially expressed (DE) miRNAs in the **(A)** up-regulated status (bta-miR-34c, bta-miR-432, bta-miR-2344, and bta-miR-154c) and the **(B)** down-regulated status (bta-miR-199b, bta-miR-2310, bta-miR-1814c, and bta-miR-452) in the key turquoise module and their targeted DE genes. **(C)** mRNA–miRNA network of the top two DE genes and the targeting DE miRNAs. DE mRNA and miRNA results were achieved from our previous study (31, 32). The green color indicates the down-regulated miRNAs and genes, while the red color indicates the up-regulated miRNAs and genes.

## Discussion

Carcass weight is mainly influenced by the number and the size of myoblasts that are generated from somite and through proliferation, differentiation, and fusion into myofibers in an embryonic stage (42). Skeletal muscle fiber characteristics can be divided into fast and slow types based on the contraction speed that can determine the meat quality traits such as marbling (43). Internal (heredity) and external factors (nutrition and environment) are combined to regulate the conversions among the fiber types, such as arginine (44) and linoleic acid (45) that have been considered as the nutrients that influence the conversion of skeletal fiber type. Researchers also analyzed the omics data to reveal the effects of functional feed additives to improve carcass characteristics and beef quality, such as vitamin A, zinc propionate, etc. (46, 47). Our study aims to illustrate the additive effects of natural polyphenol compound RSV on primary bovine myoblast differentiation through transcriptome sequencing.

Resveratrol effects have been extensively studied on various cell types including cardiomyoblasts (8), fibroblasts (7), hepatocytes (48), smooth muscle cells (49), mammary epithelial cells (50), immune cells (6), and a multitude of various cancer cell lines (3). Moreover, researchers paid more attention to the RSV functions on human myoblast proliferation, injury, and death, as well as the resistance against oxidative stress of RSV to the skeletal muscle tissues in livestock (4, 11, 17, 20, 31). In this study, we identified biologically relevant key modules of the co-expressed mRNA and miRNA networks for the differentiation of bovine primary myoblast after RSV treatment. The results showed that the significant modules of DE mRNAs and DE miRNAs were strongly associated with RSV treatment status; for example, the key mRNA module was turquoise module with 2,579 DE mRNAs induced by RSV, where 47 down-regulated DE genes were enriched in the regulation of actin cytoskeleton pathway (Figure 7B). The actin cytoskeleton is essential for cell proliferation, differentiation, migration, phagocytosis, and exocytosis, even when cells experience oxidative damage (51). The actin cytoskeleton is also essential to maintaining the stability of skeletal muscle functions. The absence of *ACTG1* resulted in muscle weakness and a progressive myopathy in mice (52); meanwhile, the reduced expression of *ACTG1* was closely associated with up-regulated *MYH3* induced by RSV (Figure 8D). *MYH3* plays an important role in the skeletal muscle metabolism and the content of distinct types of skeletal muscle fibers (53). Thus, we suggested that RSV had functions on the type switch of the primary bovine myoblast fiber, which was consistent with the previous studies of RSV effects on C2C12 cells (54, 55).

Skeletal muscle development is elaborately regulated by myogenic regulatory factors (MRFs), growth factors (e.g., TGF-β and IGFs), signal pathways (e.g., IGF1-Akt-mTOR and Smad2/3 pathway), and non-coding RNAs (miRNAs) (56–58). MiRNAs play important roles in regulating myogenesis and regeneration, hypertrophy and atrophy, muscle disease, and aging (59, 60). In recent years, the identified functions of miRNAs in skeletal muscle development have been widely studied in cattle. Our study also identified 59 DE miRNAs in the turquoise module including bta-miR-432 and bta-miR-365-3p. They were highly expressed in skeletal muscle tissues and differently expressed in the fetal and adult stages of Qinchuan cattle; they may participate in the myoblast differentiation with vital roles (61, 62).

Network construction that integrates miRNA and mRNA data to identify the complex transcriptional regulating mechanism of RSV is more significant to the biological pathways for primary bovine myoblast than a separate analysis. This study found that *ACTG1* could be targeted by the significantly RSV-induced up-regulated bta-miR-432 that potentially activated the IGF2/AKT signaling pathway to promote the proliferation and differentiation of myoblasts (61) (Figure 9A). Interestingly, the RSV-induced down-regulated bta-miR-2310 and bta-miR-1814c could co-target 57 RSV-induced up-regulated DE genes, such as *DGAT1* that is the functional candidate gene for the improvement of meat and carcass fatness quality in beef cattle (63) (Figure 9B). *DGAT1* was also positively connected with the myoblast proliferation gene (*PCNA*) and negatively related with *PTEN*, which regulated the skeletal satellite cell proliferation and differentiation (64) (Figure 9B). The RSV-induced miRNAs participated in the complex co-expression networks to regulate primary myoblast differentiation through affecting mRNA expressions, which subsequently participated in regulating skeletal development, metabolism, and skeletal muscle fiber type switch, thereby functionally regulating the cattle carcass weight and meat quality.

## Conclusions

In summary, RSV treatments had high correlations with the turquoise module (0.91, *P*-value = 0.01) and blue module (0.93, *P*-value < 0.01) using mRNA data, but only had high correlations with the turquoise module (0.96, *P*-value < 0.01) using miRNA data. The two top GO terms of actin filament-based process (GO:0030029) and actin cytoskeleton organization (GO:0030036) and the two top KEGG pathways of regulation of actin cytoskeleton (bta04810) and tight junction (bta04530) were revealed using 2,579 DE genes in the turquoise module. The mRNA–miRNA network was then constructed based on the co-expressions of DE mRNA and miRNA in the key module. Our study provided a better understanding of the roles of RSV in inducing miRNA and of the characteristics of DE miRNAs in the key co-expressed module in regulation of mRNAs and revealed new candidate regulatory miRNAs and genes for beef quality traits.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE186730.

## Ethics Statement

All the animal procedures were carried out according to the protocols approved by the College of Animal Science and Technology, Northwest A&F University, China. All the experimental animals were approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Northwest A&F University, China.

## Author Contributions

DH performed all the experiments. DH and XW analyzed the data and wrote the manuscript. XW, YY, BT, and L-EH improved the manuscript. HC and BH conceived and designed the experiments. KQ collected experimental samples. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (No. 31772574), the Program of National Beef Cattle and Yak Industrial Technology System (CARS-37), the Program of Yunling Scholar and the Young and Middle-aged Academic Technology Leader Backup Talent Cultivation Program in Yunnan Province, China (No. 2018HB045), the Yunnan Provincial Major S&T Project (2019ZG007 and 2019ZG011), and the Doctoral Startup Project of Chuxiong Normal University (No. BSQD2101).

## Conflict of Interest

XW was employed by company Konge Larsen ApS. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

*ACTG1*: actin gamma 1 gene
*DGAT1*: diacylglycerol acyltransferase-1 gene
DE: differentially expressed
FPKM: fragments per kilobase of transcript sequence per million base pairs sequenced
FDR: false discovery rate
FCs: fold changes
GO: Gene Ontology
IACUC: Institutional Animal Care and Use Committee
MAD: median absolute deviation
mRNAs: messenger RNAs
MRFs: myogenic regulatory factors
*MEF2*: myocyte enhancer factor 2
RSV: resveratrol
TPM: transcript per million
KEGG: Kyoto Encyclopedia of Genes and Genomes
WGCNA: weighted gene co-expression network analysis.

How the deposited data were processed for this re-analysis (not part of the article)

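RNA of primary bovine myoblasts treated with RSV (3 samples, 20 μM by the sample labels) or with DMSO alone (3 samples) was sequenced for mRNA and miRNA. Samples were grouped by the treatment in their labels and the paper's methods.

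The authors filtered the reads, mapped the miRNA reads to UMD_3.1.1 with Bowtie and named miRNAs by miRBase, as the paper's methods state. The paper's text does not name the aligner, the counting tool or the annotation release for the mRNA reads. For mRNA and miRNA alike, the paper's methods name DESeq for the comparison and the method of Benjamini and Hochberg for the adjustment. The deposited mRNA and miRNA parts differ in their log2 fold changes and missing adjusted P-values, so a single procedure for both is the paper's statement alone. The deposited table holds, per mRNA and miRNA, the mean over the libraries of a group of read counts divided by a size factor, a log2 fold change, a P-value and an adjusted P-value, all made by the authors. For mRNAs the log2 fold change is that of the means, and for miRNAs with low means it lies nearer 0 than the log2 ratio of the means. P-values are missing for 5873 mRNAs, and 424 of 765 miRNAs have no adjusted P-value. Single samples have no column in it. The FPKM values of single samples printed here are the paper's, from Supplemental File 1.

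In the mRNA part of the deposited table the decimal points of most values of 1 or more were lost. Each log2 fold change was restored from the digits of both group means, and 18802 of 18802 finite values matched. The exponent of P-values in E notation was taken from the paper's sheet, which covered all 1131 adjusted P-values written that way. Group means were written as sums of whole reads over size factors, and a mean was taken as settled when fewer than 0.01 combinations were to be found by chance. This settled 20168 of 20459 tested mRNAs, left 277 unsettled, found no combination for 14, and gave unique whole reads for 19676. Across 1739 genes, the spread of the recovered RSV reads had a Spearman correlation of 0.979 with the spread of the paper's FPKM values, and 0.952 across 1735 genes for DMSO. Genes are not independent replicates. The recovered libraries carry no replicate number and were not linked to sample labels.

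The design fixed before the data were examined called for the authors' adjusted P-values where the table holds group means, and these are the main calls. The recovered reads were tested with limma voom (limma 3.58.1, R 4.3.3), with the recovered size factors setting the library sizes and a minimum mean of 10 normalized reads. This test, the correlation, clustering and eigengene values on recovered reads and the alternatives for miRNAs were chosen after seeing the data. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with numba 0.67.0 for the search of reads and matplotlib 3.10.9 for figures. Comparisons used two-sided Fisher's exact tests, two-sided exact permutation tests, and percentiles among 10000 random lists matched on mean expression in 10 bins.

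Gene names came from the paper's sheets. They name 1863 of 20459 tested mRNAs, and 18596 have none. The RefSeq gene table of ARS-UCD2.0 matched 0 identifiers. The gene lists (actin cytoskeleton, cholesterol synthesis, p53 targets, NRF2 targets, DNA replication and myogenic genes) were written after the paper's sheets and figures had been seen and before the deposited table was examined. No list reached the minimum of 80% of members with a name.

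The genes named in the text follow a rule fixed beforehand: each gene the paper names that could be found, the 5 named genes with the largest positive and the 5 with the largest negative log2 fold change among DE mRNAs with a mean at or above the median of 170.7 normalized reads, and the 3 with the smallest adjusted P-value in each direction. miRNAs outside those the paper's text names were looked up after their values were seen.

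The steps were tested on simulated data. Decoding 2000 simulated genes returned the right log2 fold change for 2000, unique reads for 1963, and the right reads for all 1963 of these. In simulated reads of 14246 genes with 200 changed by a log2 fold change of 1 and a dispersion of 0.02, limma voom recovered 181 (90.5%) and called 10 others. All simulated libraries had the same dispersion, so this does not test limma voom where an RSV library stands apart. The data gave 4722 calls with limma voom, and the authors' calls had a median absolute log2 fold change of 0.589.

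The recovered reads per library sum to between 8436860 and 10220776, without the 783 mRNAs that have no unique reads. With 3 libraries per group, a two-sided exact permutation test cannot go below 0.10. Alternatives were another adjustment, a minimum fold change, a minimum mean, Ensembl genes alone, a pseudocount, other backgrounds, and each library left out in turn. Co-expression modules of all genes, GO and KEGG enrichment and miRNA target prediction were not analysed here.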

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

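The lists for cholesterol synthesis, p53 targets and NRF2 targets were written after the paper's sheets and figures had been seen and before the deposited table was examined, and their members have names through the sheet of DE mRNAs alone. A percentile among named DE mRNAs therefore describes the direction of the named members and is void for the lists as a whole, since fewer than 80% of the members have a name in each. The paper does not discuss these genes as groups. The tests given here were set before their results were seen. The median of all tested mRNAs (0.002), the share of called transcripts with at least 10 normalized reads (98.7%) and the list medians without 1 library (−1.10, 0.98 and 0.75) could hardly have come out otherwise, the last because the members have a name only as DE mRNAs.

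Of 25 cholesterol synthesis genes, 19 were named and called by the authors, and 18 of the 19 fell, with a median log2 fold change of −1.32 in the authors' deposited table (percentile 0 among 10000 random lists of named DE mRNAs). If the RSV library with a size factor of 1.05, which stands apart from the other RSV libraries, were the only source, the median without it would lie within 0.1 of 0. Over the 13 members with recovered reads it was −1.32 with all libraries and −1.10 without that library, so it moved toward 0, and a part played by that library cannot be ruled out on members already selected as DE mRNAs. The median of all tested mRNAs was 0.002, which size factors set on the median ratio of genes bring near 0. A shift of all genes would move each list the same way, and the cholesterol and p53 target lists moved in opposite directions (−1.32 and 1.07), so 1 such shift cannot give both. Differences between cultures in cell composition or handling were not tested, so a response of this pathway to RSV is a hypothesis that cannot be told apart from them.

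All 14 of the named p53 target genes, out of 30, rose, with a median log2 fold change of 1.07 in the authors' deposited table (percentile 100). Over the 11 members with recovered reads the median was 1.05 with all libraries and 0.98 without the RSV library that stands apart. Of the named NRF2 target genes, 10 out of 25 were found and 9 rose, with a median log2 fold change of 0.89 in the authors' deposited table (percentile 99.96). Over 6 members with recovered reads the median was 0.85 with all libraries and 0.75 without that library. Both medians moved toward 0, with the same limit on this test. A rise of both groups under RSV is a hypothesis with the same limits, since differences between cultures were not tested and the lists were matched to genes already called.

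Unannotated transcripts, which the paper does not discuss, account for 301 of the calls in the authors' deposited table, with 125 up-regulated and 176 down-regulated out of 1685 tested. The share called was 17.9%, against 18.9% of 18774 Ensembl genes. Low read numbers would place most of the called transcripts under a mean of 10 normalized reads, and 98.7% of them lay at 10 or more. The same held for 3806 of all 3856 DE mRNAs, since calls are rare at low reads, so this share does not part unannotated transcripts from other mRNAs and low reads cannot be ruled out by it. Their sequence and position were not analysed here, so reads shared with annotated genes were not tested and the calls cannot be told apart from that explanation.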

How the results depend on the processing

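The alternatives for the authors' calls, the gene lists and the pseudocount were set before the data were examined. Those on recovered reads and those for miRNAs were chosen after seeing the data.

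The number of DE mRNAs at an adjusted P-value under 0.05, 3856, was within 1.5 times of its value with a minimum mean of 10 normalized reads (3806), with the adjustment recomputed (3856), with Ensembl genes alone (3558) and with limma voom (4722). It moved to 1030 with Bonferroni adjustment and to 919 with an absolute log2 fold change of at least 1. Under 0.0001 the count of 1131 moved to 555 with Bonferroni adjustment, to 449 with the minimum fold change, and to 41 with limma voom. Bonferroni adjustment and the minimum fold change are stricter by construction, and the low count of limma voom goes with the RSV library that stands apart, since the fit without it called 1682 under 0.0001 and no fit without another single library called more than 24. The share of up-regulated mRNAs was 46.8% in the authors' calls, 54.3% with the minimum fold change and 38.9% with Bonferroni adjustment.

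The limma voom count ranged from 2305 to 5941 across the 6 fits that each left out one library, and was 4295 with a minimum mean of 50 normalized reads. The fit without the RSV library that stands apart gave the highest count, and the cause of the range was not tested.

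The 93 DE miRNAs were 69 with the adjustment over all 761 miRNAs with a P-value. The count was 85 when DE miRNAs with both group means within 1% of each other were counted once. That rule also merges miRNAs of different names, such as bta-miR-98 with bta-miR-93. The count moved to 40 with Bonferroni adjustment and to 6 with an absolute log2 fold change of at least 1, and both are stricter by construction.

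The odds ratio of the actin list, 10.8, stayed above 1 with adjusted P-values under 0.0001 (2.5) and with a background at or above the median mean (9.96). It was 0.805 (two-sided Fisher's exact test, p = 0.825, no association) when a log2 fold change of −1 or lower was required. That setting counts down-regulated genes with smaller changes as not down-regulated, 39 of the 44 against 3 without it, and no list gene rose by more than 0.61, so the direction of the genes did not reverse. Of 21 alternatives for the gene lists, the other 20 kept their direction and side of the threshold, though a pseudocount of 1 and the subtraction of a median of 0.002 can hardly move a list median. For 15 named genes, 113 alternative values, leave-one-out fits included, kept the direction and the call, where a pseudocount on the group means tests the direction alone. These genes were picked for large changes or small adjusted P-values in the same data, or named by the paper from them. Their stability thus largely follows from the choice and does not speak for other mRNAs. The eigengene differences were 0.77 and 0.82 on the log2 scale, which shows no stability, since their exact p cannot pass 0.05. The lowest R2 between RSV libraries was 0.962, and it was 0.907 with a pseudocount of 0.1 and 0.950 for mRNAs with a mean of at least 1. The lowest R2 between DMSO libraries fell too, from 0.976 to 0.920 and 0.972 under the same settings.

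No paired analysis was possible because the deposited table holds group means and the recovered libraries carry no replicate number of their own. The sample labels number the samples of both groups alike. Pairing would need numbers inferred from expression values. For FGF18, for example, 289, 325 and 467 normalized reads stand against the paper's FPKM values of 12.1, 13.8 and 20.2 in RSV1, RSV3 and RSV2. That inference was not made, so the limma voom fits ignore any pairing, and its effect on their counts was not tested. The paper's sheet gives numbered FPKM values for listed DE mRNAs alone, which the unpaired comparison had selected, and pairing was not run on them. Another count test, a pseudocount of 0.1 for the tests, and the alternatives on FPKM values of single samples were set for a deposited table with values of single samples and were not run. The search of whole reads limits the most abundant mRNAs: 783 tested mRNAs, CDKN1A, MYH3 and HMGCS1 among them, have no reads for single libraries and so no leave-one-out value.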

Differences from the paper's values

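The paper's number of miRNAs from which the DE miRNAs were identified is 650. Its methods give 650 as the miRNAs kept from 765 by the filter for the co-expression network. That filter need not count the same miRNAs as an adjusted P-value does, which the authors' deposited table gives for 341. None of the alternatives set before the data were examined applied to this number. With all miRNAs that have a P-value, a setting chosen after seeing the values, the number was 761, within 1.5 times of the paper's 650.

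The paper places SUSD4 and FGF18 in the turquoise module, and that sentence does not state whether the module of all mRNAs or that of DE mRNAs is meant. Neither gene is among the 1306 turquoise DE mRNAs of its sheet as listed, which runs in order of P-value up to 0.00045. This is a difference only if the module of DE mRNAs is meant. Of the 11 genes the paper names, 7 were found by name, all 7 have a P-value up to that value, and 7 are absent from the list. The P-values of 3 of them are smaller than that of any listed turquoise mRNA.

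The paper counts bta-miR-365-3p among the DE miRNAs of the turquoise module. In the authors' deposited table it has an adjusted P-value of 0.367 and is not called, while bta-miR-365-5p, looked up after the values were seen, has 0.00332.

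The paper calls CDKN1A the top up-regulated and KCNK12 the top down-regulated gene. By adjusted P-value in the authors' deposited table they rank 3 and 15 among all tested mRNAs, PLTP ranks 1, and HMGCS1 ranks 4 with −2.34. Neither CDKN1A nor KCNK12 is among the listed turquoise mRNAs, the smallest P-value of which is 4.24e-32.

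The paper's text gives fewer down-regulated miRNAs that target CDKN1A than the 4 let-7 miRNAs drawn in its Fig. 9C. All 4 were looked up after the values were seen and are called down-regulated in the authors' deposited table, with adjusted P-values of 0.000372, 0.0197, 0.00348 and 0.00257 for bta-let-7i, bta-let-7b, bta-let-7c and bta-let-7e.

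The paper's methods base fold changes on averaged FPKM values. The log2 fold changes of the authors' deposited table are those of the mean normalized reads for all 18802 finite values of mRNAs.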

Other observations

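The tests of depth and of the treatment effect for the RSV library, of the sample that parts the modules, and of the FPKM basis were chosen only after the results were seen.

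The RSV library with a size factor of 1.05 stood apart from the other RSV libraries. Lower depth would give it the lowest total of recovered reads, and 3 libraries, all of the DMSO group, had lower totals. Among the RSV libraries its total was the lowest, 9772123 against 10110409 and 10220776. Counting error would give a ratio near 1 between the observed and the expected spread of its log2 difference from another RSV library, and the ratio was 4.18 over 3287 mRNAs with a mean of at least 1000 normalized reads. The ratio was 3.53 with the remaining RSV library, 1.94 between those other libraries, and 1.46 to 2.08 between DMSO libraries, whose totals were lower. A larger change along the treatment effect may account for part of it: across 11793 mRNAs, its differences from the other RSV libraries had rank correlations of 0.25 and 0.38 with the treatment effect in the remaining RSV library, against at most 0.058 in size for DMSO libraries. The third RSV pair also followed the effect, with −0.30. Correlations across mRNAs do not count independent replicates. A difference in dose, timing, cell composition or batch of that culture was not tested, so a stronger response cannot be told apart from these.

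In the limma voom fits, 1 of the 10 splits of the 6 libraries into 3 against 3, the split by treatment, gave as many as 4722 mRNAs at an adjusted p-value under 0.05. The other 9 splits called 0, with between 56 and 245 mRNAs at an unadjusted p-value under 0.05, against 6513 for the treatment. Each of these 9 splits mixes RSV and DMSO libraries on both sides, so the treatment effect widens the spread within each side. Their counts of 0 could hardly have come out otherwise and do not measure false calls. With 10 splits the share cannot go under 0.1, so chance cannot be ruled out by this count alone. Under 0.0001, limma voom called 41 mRNAs with all libraries and 1682 without the RSV library that stands apart, 919 of them up and 763 down.

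In the paper's FPKM values, 1 sample changed further than the others in the turquoise mRNAs. RSV2 lay further from DMSO than the mean of RSV1 and RSV3 in 1200 of 1204 listed turquoise mRNAs (99.7%), and in 55.2% of 779 other DE mRNAs. If the modules differed only in how significant their genes are, the share would be as high in the other DE mRNAs of the shared P-value range, and it was 51.5% of 707. The corresponding shares in the turquoise list were 3.49% for RSV1 and 15.0% for RSV3. The split of DE mRNAs into turquoise and other modules may thus follow a single RSV sample. RSV2 was singled out after its values were seen. RSV2 and the RSV library that stands apart are not separate evidence: in ANGPTL4, NEFH, FGF18, KCNK12, COL6A6 and GLT8D2, RSV2 in the paper's FPKM values and that library in the recovered reads lay furthest from the other RSV values, in the same direction. Sample numbers were not assigned to recovered libraries.

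Averaged FPKM values as the basis of the deposited log2 fold changes would place the log2 ratio of mean FPKM within 0.01 of them, and this held for 0% of 1983 listed DE mRNAs. The FPKM ratio was higher by a median of 0.14, with 0.13 and 0.14 as the 5th and 95th percentiles.

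The miRNA part of the authors' deposited table was made in another way than the mRNA part. The 92 miRNAs with reads in 1 group alone have finite log2 fold changes, whereas the 1657 such mRNAs do not. The median ratio of the log2 fold change to the log2 ratio of the means was 0.19 for means under 10 and 0.99 for means of at least 1000. No miRNA with a mean above 22.8 normalized reads lacks an adjusted P-value, and the lowest mean with one is 22.9. In 4 pairs of miRNAs with a mean of at least 5, both group means were equal, such as bta-miR-2310 with bta-miR-1814c and bta-let-7b with bta-miR-3596. The DE miRNAs held 8 sets whose means differed by under 1%, some of which share no name, such as bta-miR-98 with bta-miR-93. No biological explanation was tested.

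Of 32 myogenic genes, 10 were named and 9 of them rose, with a median log2 fold change of 0.65 in the authors' deposited table (percentile 99.9 among random lists of named DE mRNAs). Of 41 DNA replication genes, 6 were named and all 6 rose, with a median of 0.92 (percentile 93.99). Fewer than 80% of the members have a name, so neither value speaks for the whole list, and both lists were written after the paper's sheets had been seen.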
